A study of Mus musculus with 6 samples. Its data were reported in "PRDM16 Reduces Cellular Senescence by Upregulating GSTM1" (2025).

How the data were processed

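The data were single-cell RNA sequencing libraries from mice aged 9 months (renal cortex), 3 wild type (WT) and 3 with a global knockout (KO) of *Prdm16*. Each library came from 1 mouse, and the group and replicate number of each were read from the sample titles. Cells had been captured in microwells on the BD Rhapsody system, in which each bead carries a cell barcode and each captured transcript a unique molecular identifier (UMI), so that PCR copies of 1 molecule are counted once.

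The authors deposited matrices of raw UMI counts per gene and barcode, made with the BD Rhapsody WTA Analysis Pipeline against the mm10 mouse genome and a GENCODE annotation. These counts were not normalised, and barcodes without a cell were included. The matrices held between 168106 and 208226 barcodes per library and 26903 genes, and no cell annotation was used. Coordinates given here come from GENCODE vM21 on GRCm38 (mm10), counted from 1, matched by gene symbol. The annotation of the authors was a later GENCODE release on the same build.

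Barcodes with 500 to 60000 UMIs and 200 to 8000 detected genes were kept, the bounds given in the methods of the study. The study inspected the distribution of mitochondrial shares by eye and states no limit. Here cells with more than 50% mitochondrial UMIs were left out. Doublets were called per library with Scrublet in scanpy 1.11.5. Its automatic threshold marked fewer than 0.5% of cells in WT replicates 1 and 2 and KO replicates 2 and 3, where it had not worked, and there the 6% of cells with the highest scores were removed by a rule fixed beforehand. In WT replicate 3 and KO replicate 1 the automatic threshold marked 0.603% and 0.524% and was kept, so that fewer doublets were removed from these 2 libraries. Removing the top 6% in every library was tried as an alternative.

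Counts of the 29142 retained cells were scaled to 10000 per cell and log-transformed, 2000 variable genes were reduced to 30 principal components, and cells were joined to 15 neighbours and clustered with the Leiden algorithm at resolution 1.0. No correction between libraries was applied. The 26 clusters were named from 106 marker genes fixed before the data were examined, and a name means only that a cluster resembled that cell type. The names used are proximal convoluted tubule-like (PCT), descending limb-like (DLH), loop of Henle-like (LOH), distal convoluted tubule-like (DCT), connecting tubule-like (CNT), principal cell-like (PC), intercalated cell-like (IC), podocyte-like, endothelial-like, stromal and mesangial-like, macrophage-like, neutrophil-like, T and NK-like and B-like. Clusters 16 and 24 stayed unnamed. *Nos1*, *Pappa2* and *Ptgs2* led cluster 16, and *Lyz2*, *Chil3* and *Ly6c2* led cluster 24. Stress or immune genes were among the 10 leading genes of some named clusters, namely *Lif* and *Gdf15* in PC, *Nupr1* in a podocyte-like cluster, and *Ccl4*, *Ccl3* and *Tnf* in the macrophage-like cluster. Since names were rebuilt from markers, a difference from the study in any class can come from the names.

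Cells of 1 mouse are not replicates. Counts were therefore summed per library and class and tested across the 3 WT and 3 KO libraries with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 (TMM scaling, filterByExpr with a minimum count of 10, glmQLFit and glmQLFTest, two-sided). Adjusted p-values were those of Benjamini and Hochberg within a class, with a threshold of 0.05. Classes with at least 20 cells in every library were tested, which gave 11 classes besides the sum over all cells. PCT had as few as 12 cells in 1 library and fell below that limit, so it was tested with a lower limit of 10 cells, a choice made after seeing the data. Levels of a gene in a class or over all cells are given as CPM, computed here from the deposited counts. They are its counts scaled to the same effective total in each library. The effective total is the UMIs of the tested genes multiplied by the TMM factor of that library and class. In PCT these factors ran from 0.80 (KO replicate 3) to 1.20 (WT replicate 1). The levels of *Xist* and of the Y-linked genes were scaled to the UMIs of the retained cells, without this factor. The precision of a level depends on the UMIs behind it, and the total per library ran from 23159245 to 35373412 in retained cells.

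Shares of cells per class were tested with edgeR on cell counts, with the number of retained cells as library size and adjustment over the classes, beside a two-sided exact permutation test. With 3 mice against 3 the exact test cannot give a p below 0.1. The genotype effect in PCT was compared with that in DCT by an interaction term in edgeR with the mouse as a block. Gene lists were tested with camera in limma 3.58.1 at a preset correlation of 0.01, beside fry and camera with an estimated correlation. The p-values were adjusted over lists and classes, and for PCT over its lists alone. The 14 lists were written before the data were examined. They were the target gene alone, senescence and secretory phenotype (SASP), glutathione metabolism, glutathione S-transferases, p53 and DNA damage response, antioxidant response, proximal tubule transport and metabolism, tubular injury, endothelial function, inflammatory macrophage, interferon response, dissociation stress, mitochondrially encoded oxidative phosphorylation, and fibrosis. Of these, 13 had at least 5 tested members in some class. The second of the glutathione lists is contained in the first, and other lists share single genes.

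Genes were named by a rule fixed before the data were examined. In each class these were *Prdm16*, *Gstm1*, and the 3 genes with the largest rise and the 3 with the largest fall among genes with an adjusted p under 0.05, a mean of at least 10 CPM and no overlap between the groups, with marker genes left out. List members that passed the threshold were also open to naming, and only some of them are named. The other genes named here were chosen after their values were seen, which is said where they appear.

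The edgeR steps were tested on simulated counts drawn from the means and library sizes of these libraries, with known changes given to a random set of genes, of which 177 to 195 passed the filter. The test recovered 71.3% of the changed genes in the sum over all cells (15037 genes), 90.8% in LOH (10651 genes), 55.2% in the macrophage-like class (4821 genes) and 33.9% in PCT (2864 genes). Of the calls, 8.55%, 9.23%, 2.88% and 4.76% were false, so the share of false calls was above the nominal level in the first 2 of these simulations.

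Alternatives fixed before the data were examined were other size factors (RLE), DESeq2 1.42.0, other filters on low counts, mitochondrial limits of 30% or none, at least 1000 UMIs per cell, doublets kept, classes from the highest marker score of each single cell, equal numbers of cells per library, a minimum absolute log2 fold change of 0.26, the replicate number as a block, and leaving out each library in turn. After seeing the data, a block for libraries with *Xist*, the 4 libraries with Y-linked transcripts alone, uniform doublet removal, the lower limit for PCT and the comparison of *Gstm1* between LOH and DLH were added. Free RNA was measured in barcodes with 10 to 100 UMIs. The bulk RNA sequencing and chromatin data that the study discusses were not analysed here.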

Results

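To profile the effect of losing *Prdm16* in the aging kidney, the renal cortex of 9-month-old mice was measured by single-cell RNA sequencing, in 3 WT and 3 *Prdm16* global KO mice. Each mouse gave 1 library. Over all barcodes the libraries held 109227029, 115004558 and 121198131 UMIs in WT replicates 1 to 3 and 96382945, 106540464 and 111106905 UMIs in KO replicates 1 to 3. Cell filtering retained 5038, 5101 and 4781 cells in the WT libraries and 6642, 4033 and 3547 cells in the KO libraries, 29142 in all. These cells carried between 23159245 UMIs (KO replicate 2) and 35373412 UMIs (WT replicate 2) per library. The median count per cell was 3101 ± 406 UMIs in WT and 2732 ± 416 UMIs in KO (mean ± SD over libraries, n = 3 per group). The median mitochondrial share per cell was 25.1% ± 0.882 in WT and 22.9% ± 5.59 in KO (SD, n = 3). These differences were smaller than the spread between KO libraries. The mitochondrial limit moved the cell numbers most, and without one the mean per library was 11900 cells in WT and 10730 in KO, with median mitochondrial shares of 56.2% and 55.4%. Each library was counted as 1 replicate.

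*Prdm16*, the targeted gene (chromosome 4, 154316125 to 154636873, minus strand, GRCm38), was examined first in every library. Over all retained cells its level was 31.5, 25.9 and 27.8 CPM in WT replicates 1 to 3 and 19.9, 24.4 and 25.8 CPM in KO replicates 1 to 3, or 28.4 ± 2.82 against 23.4 ± 3.09 CPM (SD, n = 3). These levels rested on 1016, 944 and 877 UMIs in WT and 716, 578 and 584 UMIs in KO. All 3 KO libraries lay below all 3 WT libraries (exact permutation p 0.1, two-sided, the smallest that 3 against 3 allows). In edgeR the log2 fold change was −0.28 (SE 0.12), with an adjusted p of 0.342 and a range of 0.152 to 0.666 over the alternatives. A mitochondrial limit of 30% moved it most, to a log2 fold change of −0.45. In LOH cells the levels were 38.0, 39.5 and 38.2 CPM in WT and 29.1, 34.3 and 30.1 CPM in KO, a log2 fold change of −0.31. *Prdm16* was lower in KO in all 8 tests it entered, 7 classes and the sum over all cells. With adjustment over all genes it passed the threshold in 0 of these tests, and adjusted over the list alone, a list of this 1 gene, in 3 (LOH at an unadjusted edgeR p of 0.0132, DCT at 0.0416 and IC at 0.0461). The counts do not show which exons of a gene a UMI came from.

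All 6 mice were labelled male. The X-linked transcript *Xist*, made from the inactive X chromosome of female cells, was at 297 CPM in WT replicate 2 and 306 CPM in KO replicate 1, and at 0.216 CPM or less in the other libraries. The sum of 4 Y-linked genes was 0.057 and 0.059 CPM in the same 2 libraries and between 110.0 and 133 CPM in the others. These 2 libraries therefore carried the transcripts of female mice, 1 in each group. Comparisons with a block for these libraries, and with the other 4 libraries alone, were added after seeing this.

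The share of each class among retained cells was compared to ask whether the makeup of the cortex differed. DCT cells made up 9.35% ± 0.519 of cells in WT and 5.29% ± 0.356 in KO (SD, n = 3; log2 fold change −0.82, adjusted p 0.0413 in edgeR on cell counts, exact permutation p 0.1, lower in 3 of 3 KO libraries). The unnamed cluster 24 made up 0.447% ± 0.0795 and 0.0599% ± 0.0542 (log2 fold change −2.69, adjusted p 0.0413, exact permutation p 0.1, lower in 3 of 3). These 2 of 16 classes passed the threshold, and 6 had an unadjusted p under 0.05. Endothelial-like cells were 12.9% ± 1.62 in WT and 22.2% ± 2.70 in KO (log2 fold change 0.78, adjusted p 0.0586, exact permutation p 0.1, higher in 3 of 3). Neutrophil-like cells were 0.342% ± 0.311 and 2.35% ± 1.18 (log2 fold change 2.78, adjusted p 0.0994, exact permutation p 0.1, higher in 3 of 3). T and NK-like cells were 3.73% ± 1.06 and 1.83% ± 0.849 (log2 fold change −1.03, adjusted p 0.108, exact permutation p 0.1, lower in 3 of 3). PCT cells were few in every library, with 39, 157 and 275 cells in WT and 12, 37 and 17 in KO, and their share was 3.20% ± 2.49 and 0.526% ± 0.371 (log2 fold change −2.63, adjusted p 0.0958, exact permutation p 0.2). At the 30% limit this share passed the threshold (log2 fold change −3.17, adjusted p 0.0316, exact permutation p 0.1), as it did with the replicate number as a block (−2.46, 9.36e-05). Without a mitochondrial limit, the alternative that moved it most, it was 6.73% ± 5.37 in WT and 3.47% ± 3.09 in KO, with a log2 fold change of −0.96 and an adjusted p of 0.740 (range over the alternatives 9.36e-05 to 0.740). The DCT share depended on the processing and on single libraries. Without a mitochondrial limit its log2 fold change was −0.23 (adjusted p 0.486). It was −0.47 (0.184) with TMM factors over the classes and −0.57 (0.0824) at the 30% limit. Its adjusted p was 0.145 with the replicate number as a block and 0.0703 with the block for libraries with *Xist*. The share had adjusted p-values from 0.0184 to 0.486 over the alternatives. Its adjusted p was 0.104 without WT replicate 1, 0.145 without WT replicate 2, 0.114 without WT replicate 3, 0.141 without KO replicate 1, 0.0883 without KO replicate 2 and 0.0184 without KO replicate 3. Without WT replicate 2 or 3 or KO replicate 1 or 2, 0 classes passed the threshold, with 3 to 6 at an unadjusted p under 0.05. The shares moved with the mitochondrial limit and describe retained cells, not the tissue. Without a limit the added cells took the class of their nearest retained cells and were not checked for doublets. That setting therefore changed more than the limit.

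**Figure D1:**
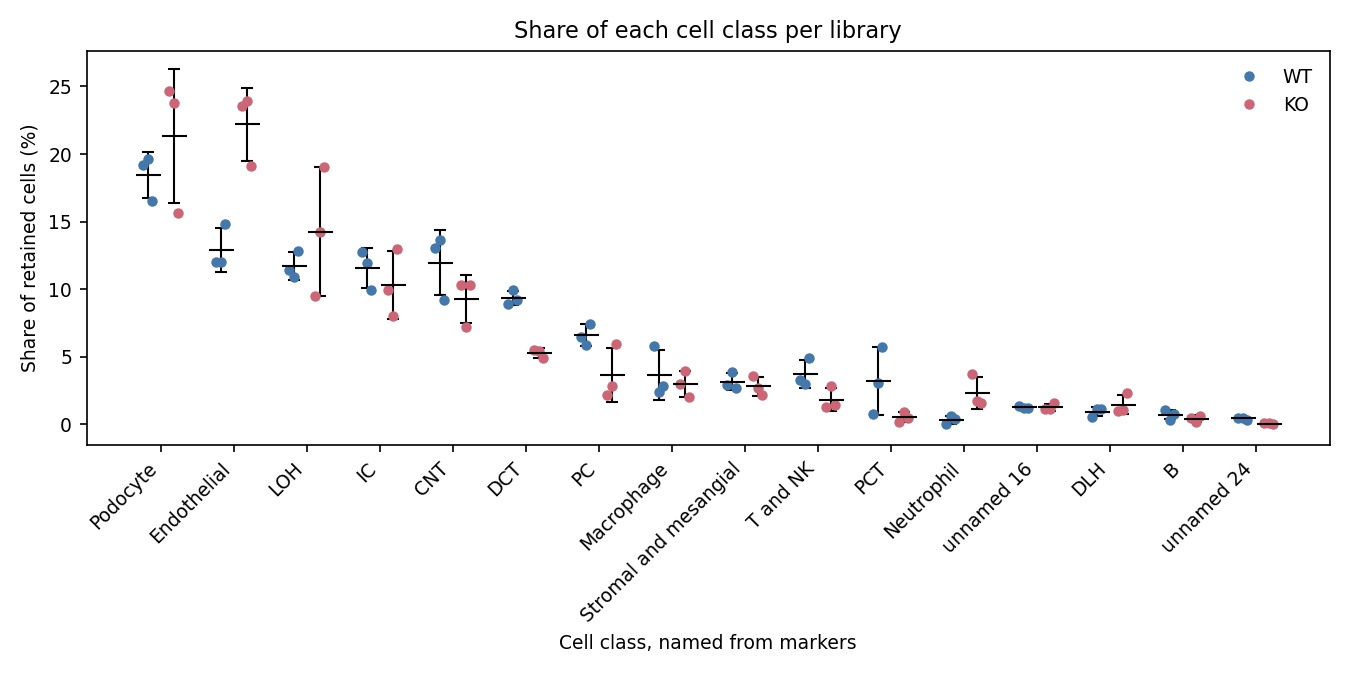
Share of retained cells (percent, vertical axis) of each cell class in WT and KO libraries. Each point is 1 library, and the black bar is the mean with its SD. The DCT share was 9.35% in WT and 5.29% in KO, and the endothelial-like share was 12.9% and 22.2%.

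Genes were then compared between WT and KO within each class, on counts summed per library. LOH had 451 genes with an adjusted p under 0.05 in edgeR of 10796 tested, 218 higher and 233 lower in KO. CNT had 293 (134 higher, 159 lower), PC 245 (137 and 108), podocyte-like cells 182 (116 and 66), DCT 108 (67 and 41) and IC 103 (52 and 51). Macrophage-like cells had 23 (6 and 17), endothelial-like cells 18 (11 and 7), stromal and mesangial-like cells 4 (2 and 2) and T and NK-like cells 1, which was lower. DLH had 0 of 4925 genes past the threshold and 330 at an unadjusted p under 0.05. PCT, added after seeing the data, had 0 of 3148 genes and 218 at an unadjusted p under 0.05. In the sum over all cells 160 of 15203 genes passed, 107 higher and 53 lower, and this sum also moves with the class shares. Over all tested genes, called or not, the CPM of WT and KO did not overlap for 9.46% in T and NK-like cells, 11.5% in stromal and mesangial-like cells, 12.96% in PCT, 13.3% in DLH, 17.5% in CNT, 21.7% in LOH and at most 24.2%, in podocyte-like cells, where chance gives 10%. Requiring an absolute log2 fold change above 0.26 removed none. The 30% mitochondrial limit moved the LOH count most downward, to 22 genes, all 22 of them among the 451. Counts depended on single libraries. In LOH they ran from 241 without KO replicate 3 to 403 without KO replicate 2. The PC count was 270 without KO replicate 3 and 136 without KO replicate 1. The podocyte-like count fell to 55 without WT replicate 2, the IC count to 30 without WT replicate 3 and the DCT count to 45 without KO replicate 1. The CNT count was 155 without KO replicate 1. The macrophage-like count was 2 without KO replicate 1 or KO replicate 3, and the endothelial-like count 53 without WT replicate 2. Over all cells the count was 451 without KO replicate 3 and 20 without WT replicate 2.

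**Figure D2:**
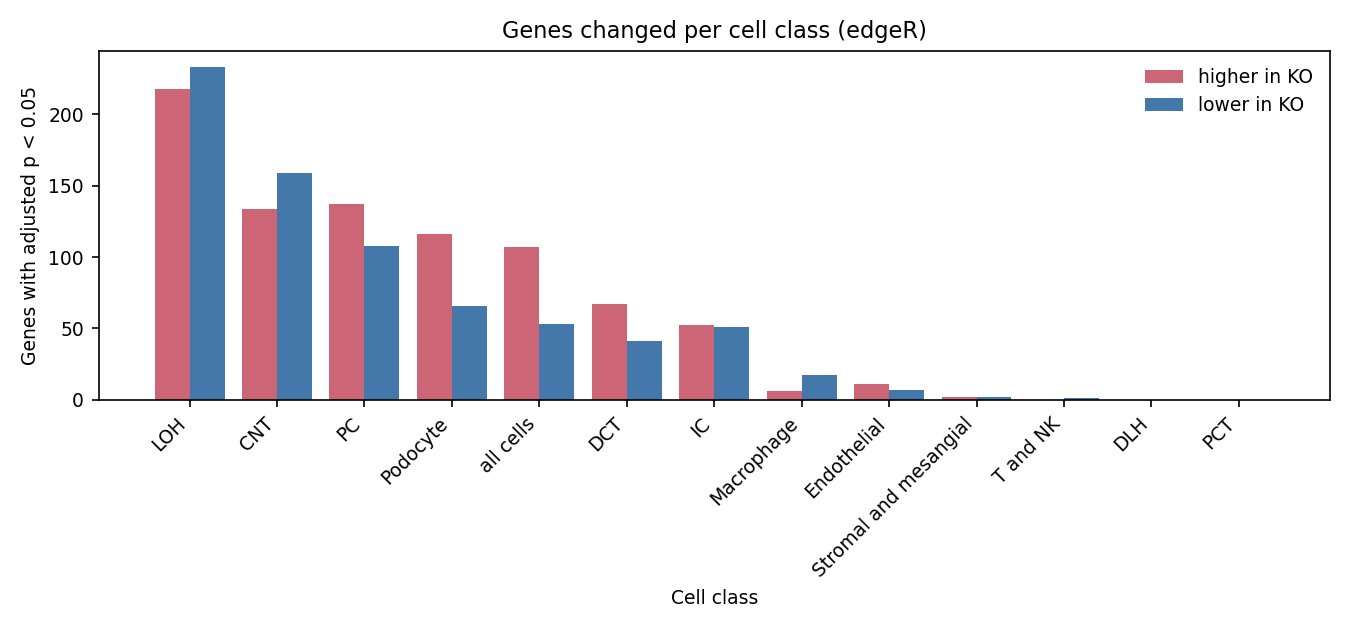
Number of genes with an adjusted p under 0.05 in edgeR (vertical bars), split into genes higher and lower in KO, for each cell class and for the sum over all cells. LOH had the most with 218 higher and 233 lower, and DLH and PCT had 0.

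Of the 59 genes that the naming rule selected by rank, 33 kept an adjusted p under 0.05 in each of the fits that left out 1 library. In CNT, *Cltrn* (chromosome X, 164088830 to 164118860) was at 4.33, 3.81 and 4.23 CPM in WT and 58.5, 63.1 and 56.1 CPM in KO (log2 fold change 3.84, SE 0.18, edgeR adjusted p 2.94e-08, higher in 3 of 3 KO libraries). *Tff2* and *Rprm* were also higher there, with log2 fold changes of 5.10 and 3.98, and *Epb41l3*, *Fstl1* and *Defb2* were lower, at −2.46, −2.32 and −2.31. In LOH, *Atp4a* (chromosome 7, 30712209 to 30725534) fell from 237, 254 and 231 CPM in WT to 54.6, 60.3 and 85.5 CPM in KO (log2 fold change −1.84, SE 0.14, edgeR adjusted p 2.52e-05, lower in 3 of 3). *Mymx*, *Gpx3* and *Sod3* were higher in LOH, at 2.61, 2.61 and 2.35, and *Pdzrn4* and *Robo3* were lower, at −1.96 and −1.91. *Gpx3* was also higher in DCT, from 187, 241 and 245 CPM in WT to 1498, 928 and 770 CPM in KO (log2 fold change 2.25, edgeR adjusted p 8.98e-05, higher in 3 of 3). In PC, *Adora1* (chromosome 1, 134199223 to 134235431) was at 14.7, 16.3 and 9.97 CPM in WT and 242, 190 and 122 CPM in KO (log2 fold change 3.74, SE 0.26, edgeR adjusted p 1.46e-05, higher in 3 of 3). *Rprm* was higher in PC at 4.09, and *Trabd2b* and *Adamts16* were lower at −4.09 and −3.27. In DCT, *Wdfy1* rose by 2.49 and *Crip2* was lower at −1.86, a call that the 30% mitochondrial limit removed (adjusted p 0.656, range over the alternatives 2.19e-24 to 0.656). *Sprr1a* had 534 UMIs in WT and 0 in KO in DCT, at least 75.4-fold lower. Endothelial-like cells had more *Fkbp5* (log2 fold change 2.88), *Lrg1* (2.77) and *Wipf3* (2.52) and less *Eps8l2* (−1.52). In podocyte-like cells *Zbtb16* was higher at 4.29, and *Arntl* and *Mgat5b* were lower at −2.09 and −1.16. *Defb2*, *Defb11* and *Ppic* were lower in IC, at −2.81, −2.19 and −2.01, and *Col12a1* was higher in stromal and mesangial-like cells at 1.88. The *Defb* genes are close copies of each other, so their separate counts are uncertain. Over all cells *Wfdc21* and *Mmp8* were higher, but they are among the leading genes of the neutrophil-like cluster and follow its share. *Mymx* also leads a CNT cluster.

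The other 26 genes lost their call without at least 1 library, and in the fit where each was weakest their adjusted p-values ran from 0.0501 (*Gkn3*, endothelial-like cells, log2 fold change −3.65 without KO replicate 3) to 0.284 (*Sfrp2*, stromal and mesangial-like cells, −1.54 without KO replicate 2). These were *Gm42031* and *Col5a2* in DCT, *Gkn3* and *Ifi27l2a* in endothelial-like cells, *Gm42031*, *Hvcn1* and *9930111J21Rik2* in IC, *Iigp1* and *Sprr1a* in PC, *Tgtp1*, *Tgtp2* and *Sik1* in podocyte-like cells, *Plat*, *Pcdh12* and *Sfrp2* in stromal and mesangial-like cells, *Klra8* in T and NK-like cells, and *Fpr1*, *Defb2*, *Sfrp2* and *Atp4a* over all cells. In macrophage-like cells all 6 named genes were of this kind, with *Fkbp5*, *Itgb7* and *Col14a1* higher and *Ifi208*, *Irf7* and *Igf1* lower. *Ifi208* had 81 UMIs in WT and 3 in KO, a ratio of 23.6 in CPM with a counting interval of 7.78 to 117 (exact binomial, 95%). *Iigp1* in PC was at 999 CPM in KO replicate 1 against 42.6 and 82.0 CPM in the other KO libraries. *Tgtp1* and *Tgtp2* are near-identical copies, and *Sfrp2* and *Col5a2* are leading genes of a stromal and an LOH cluster.

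*Gstm1* encodes a glutathione S-transferase that the study placed downstream of *Prdm16*. It lies on chromosome 3, 108012255 to 108017973, on the minus strand. In LOH its level was 171, 153 and 155 CPM in WT and 249, 296 and 285 CPM in KO, or 160 ± 9.68 against 277 ± 24.5 CPM (SD, n = 3). The log2 fold change was 0.79 (SE 0.09, edgeR adjusted p 0.000628, higher in 3 of 3 KO libraries), and *Gstm1* passed the threshold in all 20 alternative fits, with adjusted p-values from 7.82e-13 to 0.0183. The 30% mitochondrial limit moved it most, to a log2 fold change of 1.08. In CNT it was at 127 ± 13.1 CPM in WT and 198 ± 19.9 CPM in KO (log2 fold change 0.64, SE 0.13, edgeR adjusted p 0.0146, higher in 3 of 3). That call was kept in 14 of 20 alternatives (0.00115 to 0.535) and lost without WT replicate 2 (0.0551), WT replicate 3 (0.0512), KO replicate 2 (0.0574) or KO replicate 3 (0.0706). In DCT the level was 107 ± 11.01 CPM in WT and 155 ± 20.7 CPM in KO (log2 fold change 0.53, edgeR adjusted p 0.0601, higher in 3 of 3). In DLH it was 1794 ± 465 CPM in WT and 843 ± 267 CPM in KO (log2 fold change −1.09, SE 0.29, edgeR adjusted p 0.350, lower in 3 of 3), and classes taken from single-cell marker scores turned this to 0.11. *Gstm1* is a member of both glutathione lists. Adjusted over 1 list alone, the DCT difference had an adjusted p of 0.00522 (glutathione metabolism). The DLH difference had 0.0168 (glutathione S-transferases), so these values come from different lists. In PCT *Gstm1* was at 1054 ± 324 CPM in WT and 1413 ± 750 CPM in KO (log2 fold change 0.47, edgeR adjusted p 0.933), a difference smaller than the spread between KO libraries. Over all cells the levels were 246 ± 34.4 and 269 ± 52.0 CPM (log2 fold change 0.13, edgeR adjusted p 0.757). Genes of the *Gstm* family are near copies of each other, and in LOH *Gstm2* moved the same way, from 237, 223 and 223 CPM in WT to 282, 339 and 318 CPM in KO.

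**Figure D3:**
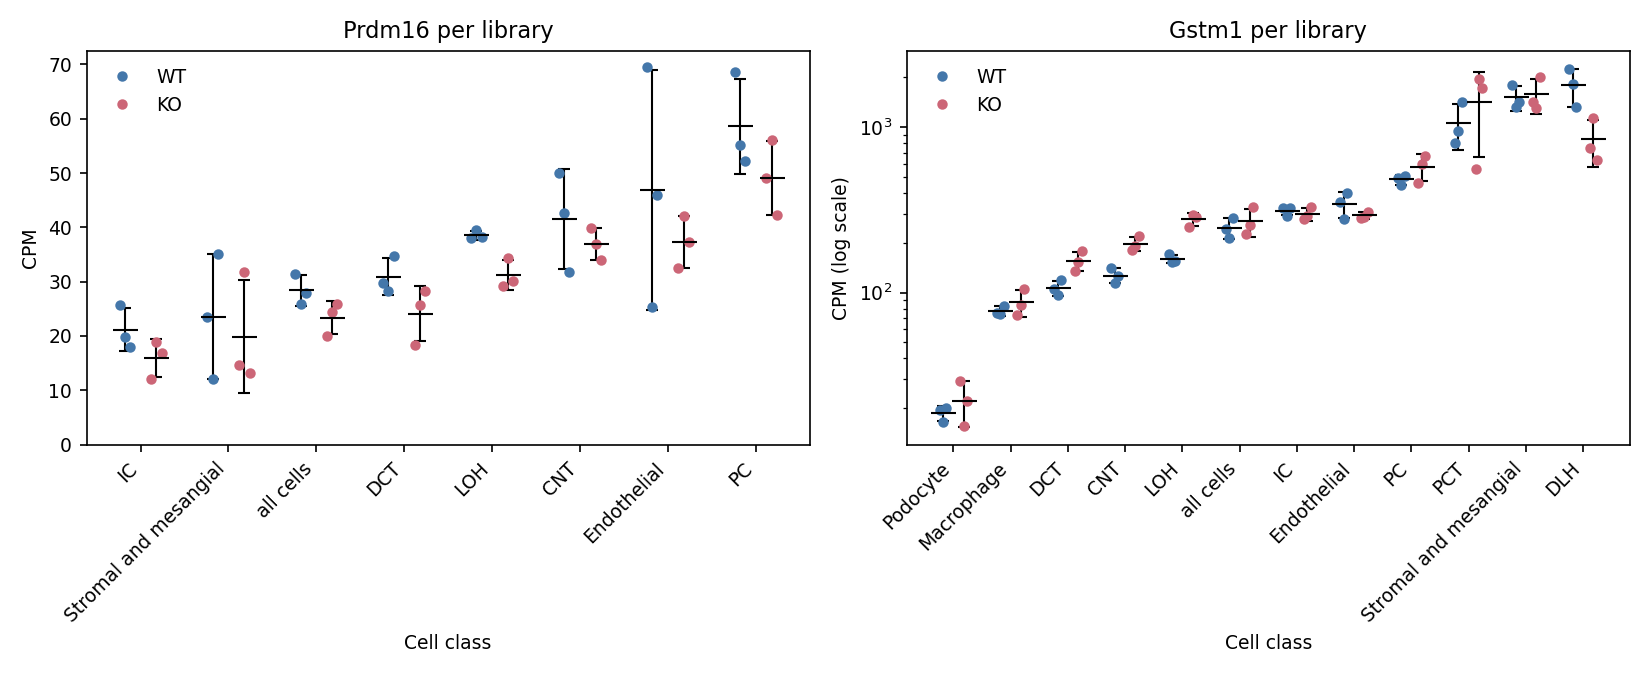
Level in CPM of Prdm16 (linear axis) and Gstm1 (log axis) in each library, by cell class. Points are libraries, and the black bar is the mean with its SD. In LOH Prdm16 was at 38.0, 39.5 and 38.2 CPM in WT against 29.1, 34.3 and 30.1 CPM in KO, and Gstm1 at 160 against 277 CPM on average.

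Gene lists were tested to ask whether the senescence, oxidative stress and injury programs discussed in the study moved as groups. Over 105 tests of 13 lists, camera called 27 at an adjusted p under 0.05, and 42 had an unadjusted p under 0.05. None of the 27 held under fry or under camera with an estimated correlation, which called 0 tests each, with 11 and 7 at an unadjusted p under 0.05. Using equal numbers of cells per library moved the count most among the other alternatives, to 16, and leaving out each library gave 23 to 38. The senescence and SASP list was called in 0 of 5 tests (lowest adjusted p 0.112, medians of its log2 fold changes from −0.07 to 0.41). It could not be tested in PCT, DCT, LOH, CNT, PC, IC, podocyte-like or stromal and mesangial-like cells, where fewer than 5 members passed the filter. Over all cells 8 of 9 members were higher in KO (unadjusted camera p 0.0472), and 7 of 9 in macrophage-like cells (0.0405). In endothelial-like cells 4 of 5 were higher, in DLH 2 of 5 and in T and NK-like cells 2 of 6. The fibrosis list was called in 0 of 3 tests (lowest adjusted p 0.116). The p53 and DNA damage list was called in 1 of 12, upward in DLH (median log2 fold change 0.46, adjusted p 0.00579). Glutathione metabolism was called in 2 of 12, upward in LOH (0.05, adjusted p 0.0154) and downward in DLH (−0.12, 0.0217), and glutathione S-transferases in 2 of 10 (LOH 0.09, 0.00224, and DLH −0.15, 0.0319). The antioxidant list was lower in PC (−0.20, adjusted p 0.0121), 1 of 12 tests. Dissociation stress was higher in 3 of 12, DLH (0.81, 6.16e-13), LOH (0.33, 0.00690) and PC (0.28, 9.79e-06). Tubular injury was called upward in 2 of 7, in CNT (0.38, adjusted p 0.0155) and over all cells (adjusted p 3.33e-05, range over the alternatives 2.17e-05 to 0.636). Over all cells its median was −0.0284 with 4 of 8 members higher, and *Lcn2* was the only member past the threshold over all genes. The inflammatory macrophage list was higher in both of its tests, over all cells (0.83, 3.07e-05) and in macrophage-like cells (0.61, 0.000110). Mitochondrially encoded oxidative phosphorylation was called in 5 of 12, higher in macrophage-like, podocyte-like, stromal and mesangial-like and T and NK-like cells and lower in DLH, and it depends directly on the mitochondrial limit. The interferon list was lower in 7 of 12, among them endothelial-like cells (−1.88, adjusted p 9.30e-22) and LOH (−2.09). Without WT replicate 2, 5 of these 7 kept the call, and the sum over all cells (adjusted p 0.415) and PC (0.0629) lost it. Over all cells the endothelial function list was higher (0.59, adjusted p 0.000467) and the proximal tubule list lower (−1.81, 4.26e-07). These are the directions of the endothelial-like and PCT shares. In endothelial-like cells the endothelial function list was lower but not called (−0.093, adjusted p 0.0872). It was higher and not called in DLH (0.32) and podocyte-like cells (0.21).

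PCT was tested on its own, after seeing the data. There camera called dissociation stress lower (median log2 fold change −1.43, adjusted p 1.31e-21), which held under fry (0.00180) and the estimated correlation (0.00544). The p53 and DNA damage list was lower (−1.21, adjusted p 1.36e-05) and the proximal tubule list higher (0.37, 0.00194), and neither held under fry (0.125 and 0.441). Glutathione metabolism in PCT had an adjusted p of 0.308.

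Single members of the lists were counted over all class tests. For glutathione metabolism 16 of 343 tests passed over all genes and 36 adjusted over the list alone, and for glutathione S-transferases 7 and 15 of 167. For senescence and SASP 1 of 59 passed over all genes, *Cdkn1a* in DCT, lower in KO (log2 fold change −1.16, edgeR adjusted p 0.0238), and 4 adjusted over the list alone. The *Cdkn1a* call was lost without KO replicate 2 (adjusted p 0.153), KO replicate 3 (0.108) or WT replicate 2, with a range of 5.78e-14 to 0.153 over the alternatives. In DLH *Cdkn1a* was higher in KO (1.17, adjusted p 0.406, and 0.0408 adjusted over the list alone). The counts over all genes and adjusted over the list alone were 4 and 7 of 241 for p53 and DNA damage, 1 and 8 of 224 for the antioxidant list, 5 and 16 of 49 for fibrosis, 9 and 15 of 62 for tubular injury and 3 and 7 of 57 for the proximal tubule list. They were 4 and 20 of 65 for endothelial function, 0 and 10 of 40 for the inflammatory macrophage list, 7 and 49 of 132 for interferon, 7 and 34 of 217 for dissociation stress and 0 and 0 of 166 for mitochondrial oxidative phosphorylation. The study arrived at glutathione metabolism partly from these samples, so the counts over that list alone are not independent evidence.

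The study examined the changed genes of PCT and of DCT, and whether the genotype effect differed between these classes was asked here with an interaction term. The effect differed for 25 of 9488 genes at an adjusted p under 0.05 in edgeR, 9 with a higher and 16 with a lower log2 fold change in PCT than in DCT. The PCT values rested on 12 to 37 cells in the KO libraries. *Col5a2* had the lowest adjusted p (difference in log2 fold change 4.70, adjusted p 8.30e-10), and *Hspb1* and *Ly6a* differed by −4.74 (7.75e-06) and −3.51 (2.32e-05), all 3 chosen after their values were seen. In PCT of the KO libraries *Col5a2* was at 170 CPM in replicate 2 and 0 in replicates 1 and 3, and *Hspb1* at 14.2 CPM in replicate 2 and 0 in the other 2. Without the mouse as a block 1 gene passed, and without a mitochondrial limit 68. Leaving out 1 library gave 3 genes without KO replicate 1, 5 without KO replicate 2 or WT replicate 1, and 41 without WT replicate 2.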

Values the study reported

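The study reported that 15 833 cells of WT mice and 18 232 cells of *Prdm16* KO mice passed its quality control. It accepted cells with 500 to 60 000 UMIs and 200 to 8000 genes. Marker genes of a cluster were called at an adjusted p-value below 0.05 with an absolute log2 fold change above 0.26.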

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

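The comparison of *Gstm1* between LOH and DLH, the block for libraries with *Xist*, and the test of free RNA as the carrier of *Gstm1* into LOH were chosen after the results were seen.

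*Gstm1* moved in opposite directions in LOH and DLH, higher in KO in the first and lower in the second. The difference between the log2 fold changes was 1.84 (SE 0.27), with an adjusted p of 0.00339 in the edgeR interaction with the mouse as a block. It ran from 1.64 to 1.99 across the 6 fits that each left out 1 library, with adjusted p-values from 2.75e-05 to 0.0265. All 3 KO libraries were above all 3 WT libraries in LOH, and all 3 were below them in DLH. Several technical explanations of the rise in LOH were tested. *Gstm1* in low-count barcodes, a measure of free RNA, was at 142 CPM in WT and 140 CPM in KO. A mixture with free RNA lies between its parts, and *Gstm1* in LOH was above the low-count barcodes by at least 110 CPM (109.8) in each KO library, which argues against free RNA as the carrier of the higher level. The rise in mean CPM was smaller than the free level by 22.95 CPM (a difference of −22.95), so a lower free share in KO cannot be told apart by this bound. Shifts between the clusters inside LOH gave a log2 fold change of −0.0214, against the observed 0.79. With a block for the libraries with *Xist*, the adjusted p was 0.000233 (range over the alternatives 7.82e-13 to 0.0183). Each group held such a library, so sex was balanced between the groups whatever the block gave. Counts assigned to another *Gstm* gene would leave the family sum unchanged, but the sum rose from 438, 408 and 402 CPM in WT to 556, 671 and 638 CPM in KO, a log2 ratio of 0.58. The DLH side is less firm. DLH held a small share of cells, its own adjusted p was 0.350, and with classes from single-cell marker scores the DLH log2 fold change was 0.11. The names of both classes were rebuilt from markers. The study described PRDM16 as an activator of *Gstm1*, which would lower this transcript in KO, and in LOH and CNT these libraries showed the opposite direction. A candidate explanation is a response of some distal segments to the loss of *Prdm16*, which remains a hypothesis. It was found and tested on the same libraries, and genotype is not the only difference between the groups. *Gstm1* did not pass the threshold in IC (log2 fold change −0.07, edgeR adjusted p 0.854) or PC (0.26, 0.483), where the groups overlapped.

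The genotype effect differed between PCT and DCT for 25 genes in the interaction test. Of the 10 splits of the 6 mice into 3 and 3, 5 gave at least as many genes, the labelled one included, and the splits ran from 2 to 52 genes. Other splits therefore reached this count without the genotype, and it carries no evidence of a difference on its own. The count was 1 without the mouse as a block, 3 with the 30% mitochondrial limit or equal cells, and 68 without a mitochondrial limit. It was 3 without KO replicate 1 and 41 without WT replicate 2. Free RNA was weighed as well. For 56% of the 25 genes the difference in PCT was above the level in low-count barcodes, which leaves free RNA open, as the share is near even and PCT had 12 to 37 cells in the KO libraries. Some genes rested on 1 library, such as *Plat*, at 1926 CPM in PCT of KO replicate 1 and 0 in KO replicates 2 and 3, and *Col5a2*, at 170 CPM in KO replicate 2 and 0 in the other 2, both chosen after their values were seen. Whether low cell numbers alone give these differences was not tested.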

How the results depend on the processing

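The block for libraries with *Xist*, the 4 libraries with Y-linked transcripts, uniform doublet removal and the lower cell limit for PCT were chosen after seeing the data; the other alternatives were planned. *Prdm16* over all cells and *Gstm1* in LOH, PC, IC, endothelial-like cells and PCT kept their direction and their side of the threshold under every alternative run. For *Gstm1* in LOH this was higher in KO and past the threshold, and for the others it was short of the threshold. RLE size factors moved the median log2 fold change by no more than 0.0422 in any class or comparison and changed no count by more than 1.5 times. The cause was not tested for any change given here unless stated.

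With no filter on low counts, edgeR called 375 genes over all cells, 634 in CNT, 334 in DCT, 202 in DLH, 334 in endothelial-like cells, 540 in IC, 948 in LOH, 141 in macrophage-like cells, 726 in PC, 772 in podocyte-like cells, 122 in stromal and mesangial-like cells, 33 in T and NK-like cells, 102 in PCT and 10 in the PCT against DCT comparison. *Gstm1* was then called in 4 classes, with DCT at 0.51 (adjusted p 0.00294) and DLH at −1.004 (0.0214; ranges over the alternatives 0.00294 to 0.796 and 0.0214 to 0.997). Requiring 10 counts in every library left T and NK-like cells with 0 called genes (66 at an unadjusted p under 0.05), since it tested fewer genes. DESeq2 called 811 genes over all cells, including all 160 of edgeR, 26 in DLH, 65 in endothelial-like cells, 155 in IC, 39 in macrophage-like cells, 10 in stromal and mesangial-like cells and 10 in PCT, and *Gstm1* in DCT at 0.53 (0.0453). In LOH it called 403 genes, 368 of them shared with the 451 of edgeR.

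The mitochondrial limit changed which cells were kept. At 30% a library kept 2860 cells on average in WT and 2954 in KO, with median mitochondrial shares of 13.9% and 14.1% and a median of 2249 UMIs per cell in KO. Calls were then 632 over all cells, 106 in CNT, 24 in DCT, 6 in DLH, 39 in IC, 22 in LOH (all 22 among the 451) and 3 for PCT against DCT, and T and NK-like cells had 0 (207 at an unadjusted p under 0.05). *Gstm1* was called in 1 class, with CNT at 0.37 (0.535, range over the alternatives 0.00115 to 0.535) and all cells at −0.14. *Spp1* in LOH was at −0.0066 and *Dbp* in IC, chosen after its values were seen, at −0.13, each reversed. With no limit a library kept 11900 cells in WT and 10730 in KO, with medians of 4256 and 4882 UMIs and mitochondrial shares of 56.2% and 55.4%. Calls were 50 over all cells, 252 in DCT, 1 in DLH, 14 in PCT and 68 for PCT against DCT. No class share passed the threshold, a count of 0 (4 at an unadjusted p under 0.05). *Gstm1* in DCT passed at 0.56 (0.0172). The log2 fold changes of the shares of CNT (0.0349), IC (0.0177) and cluster 16 (0.32) reversed, and mitochondrial oxidative phosphorylation in macrophage-like cells turned downward (adjusted p 0.819, range over the alternatives 0.00163 to 0.901). At least 1000 UMIs per cell left 3972 cells per WT library, medians of 4645 and 3995 UMIs, a mitochondrial share of 23.5% in WT and 2 called genes in DLH.

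Keeping doublets left 5197 cells per WT library and gave 5 genes in PCT. *Gstm1* in macrophage-like cells (−0.0693), *Klf6* in PCT (0.28) and the share of cluster 16 (0.0256) reversed, and the neutrophil-like share passed (2.59, 0.00732). Removing the top 6% in every library gave 1 gene in PCT and 0 class shares (6 at an unadjusted p under 0.05). Classes from single-cell marker scores gave 41 genes in endothelial-like cells, 37 in IC, 14 in macrophage-like cells and 2 in T and NK-like cells, and 0 shares (6 at an unadjusted p under 0.05). *Gstm1* in DCT then passed at 0.66 (0.0184), and reversed values were *Gstm1* in DLH (0.11) and stromal and mesangial-like cells (−0.0957), *Edn1* (0.90) and *Gpx3* (0.37) in DLH, *Clu* (0.13), *Slc7a8* (0.15) and *Spp1* (0.0374) in PC, and the IC share (0.0489). Equal cells per library gave 321 genes over all cells, of which 67 were shared with the 160, and 1 in DLH, 9 in macrophage-like cells, 149 in PC, 2 in stromal and mesangial-like cells, 1 in PCT, 3 for PCT against DCT and 16 list calls. Over all cells the endothelial genes *Nos3* (−0.25), *Robo4* (−0.0573), *Tek* (−0.12) and *Tie1* (−0.14) and the endothelial function list (adjusted p 0.308, range over the alternatives 2.33e-07 to 0.667) reversed, which follows from the construction, as equal numbers per class remove the difference in the endothelial-like share.

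With TMM factors over the classes 0 shares passed (4 at an unadjusted p under 0.05), and the shares of IC (0.20), macrophage-like (0.0780), stromal and mesangial-like cells (0.19) and cluster 16 (0.36) reversed. The block for libraries with *Xist* also left 0 shares (6 at an unadjusted p under 0.05) and gave 1 gene in DLH, 93 in endothelial-like cells, 19 in stromal and mesangial-like cells, 2 in T and NK-like cells and 12 in PCT, with *Gstm1* in DCT at 0.54 (0.0280). The 4 libraries with Y-linked transcripts, 2 per group, gave 11 genes over all cells, 160 in CNT, 32 in DLH, 43 in IC, 218 in LOH, 117 in PC, 56 in podocyte-like cells, 10 in stromal and mesangial-like cells and 62 in PCT, and 0 in macrophage-like cells (325 at an unadjusted p under 0.05). They gave 0 shares (1 at an unadjusted p under 0.05) and *Gstm1* in 1 class, with CNT at 0.62 (0.0669), podocyte-like cells at −0.0927 and the share of cluster 16 at 0.0693. For lists, fry and camera with an estimated correlation called 0 each (11 and 7 at an unadjusted p under 0.05).

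The replicate numbers do not pair the mice. Correlations of deviations from the group means for mice of the same number were 0.0768, −0.109 and 0.334 over all cells, −0.0552, −0.259 and −0.0530 in LOH, and −0.0444, −0.236 and 0.0236 in CNT. With the replicate number as a block, calls were 267 over all cells, 16 in DLH, 60 in IC, 63 in macrophage-like cells, 477 in podocyte-like cells and 8 in stromal and mesangial-like cells. Without the mouse as a block, PCT against DCT gave 1 gene.

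Across the 6 fits that each left out 1 library, calls ran from 20 to 451 over all cells, 155 to 241 in CNT, 45 to 91 in DCT, 0 to 1 in DLH, 13 to 53 in endothelial-like cells, 30 to 134 in IC, 241 to 403 in LOH, 2 to 28 in macrophage-like cells, 136 to 270 in PC, 55 to 173 in podocyte-like cells, 1 to 10 in stromal and mesangial-like cells, 0 to 3 in T and NK-like cells, 0 to 34 in PCT and 3 to 41 for PCT against DCT. At the counts of 0, DLH had 248 to 341 genes at an unadjusted p under 0.05, T and NK-like cells 164 and PCT 84 to 357. Shares past the threshold ran from 0 to 4, with 4 without KO replicate 3 and 3 without WT replicate 1. *Gstm1* was called in 1 to 2 classes and ran from −0.0324 to 0.24 over all cells (reversed without KO replicate 3), 0.56 to 0.73 in CNT, −0.0178 to 0.49 in podocyte-like cells (reversed without KO replicate 1) and −0.16 to 0.19 in stromal and mesangial-like cells (reversed without WT replicate 2 or KO replicate 3). Reversals were also seen for *Prdm16* in endothelial-like cells (−0.64 to 0.0515, without WT replicate 1). In stromal and mesangial-like cells *Prdm16* ran from −0.66 to 0.17 and reversed in 2 fits, the highest without WT replicate 3. *Zbtb16* in CNT, chosen after its values were seen, ran from −0.39 (without KO replicate 1) to 0.81 and reversed in 3 fits. *Dbp* in IC ran from −0.0944 (without WT replicate 3) to 0.66. The shares of macrophage-like cells (−0.56 to 0.19, without WT replicate 1) and stromal and mesangial-like cells (−0.38 to 0.0128, without WT replicate 2) also reversed. The cluster 16 share ran from −0.17 to 0.0938 and reversed without WT replicate 1, KO replicate 1 or KO replicate 2. Mitochondrial oxidative phosphorylation in T and NK-like cells reversed too (adjusted p 5.29e-05 to 0.686, the latter without KO replicate 3).

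Of 370 other results, 95 kept direction and side of the threshold in every alternative that could be run. Over their 7032 alternative fits, 6024 were unchanged in this sense, 567 weaker, 404 stronger and 37 reversed. PCT could not be tested at the 30% limit or with at least 1000 UMIs, where too few cells remained. PCT against DCT was not run with DESeq2, with 10 counts in every library, with the *Xist* block or in the 4 libraries with Y-linked transcripts, and LOH against DLH was run only with each library left out. In the simulation 60 of 177 changed genes (33.9%) were recovered in PCT, among 63 calls, and 90.8% in LOH. The 0 calls in PCT held in some alternatives, such as RLE size factors. Others gave as many as 62 calls (the 4 libraries with Y-linked transcripts) and 102 (no filter on low counts). The 0 calls therefore do not exclude changes in PCT, of the simulated size or smaller.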

Other observations

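The tests chosen after the results were seen were the splits of the libraries by class, the tests of sex and of *Xist*, the tests of *Prdm16* counts, the strain test on *Nnt* and *Wdfy1*, the mitochondrial limit on the PCT share, the blood test on neutrophil-like cells, equal cells in LOH, and the comparison of levels with free RNA, and the lists for the clock and corticosteroid tests were written after *Fkbp5*, *Zbtb16* and *Arntl* had been seen to change.

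Splits of the 6 libraries into 3 and 3 were counted for each class. In all cells, CNT, DCT, endothelial-like cells, IC, LOH, macrophage-like cells, PC, podocyte-like cells, stromal and mesangial-like cells and T and NK-like cells, 1 of the 10 splits, the labelled one, gave as many genes with an adjusted p under 0.05. In DLH and PCT, where 0 genes passed (330 and 218 at an unadjusted p under 0.05), all 10 of the 10 splits did. With 10 splits the share cannot go below 0.1, so chance in the assignment of mice is not excluded by this count. For the lists 8 of the 10 splits gave at least as many camera calls, from 17 to 47 over the splits, and the number of list calls is therefore no evidence of a genotype effect.

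Gene changes within classes were set against technical explanations. For 75.5% of the 1428 calls over the named classes (1078 calls; 75.49) the level in the group with the higher level was above that in its low-count barcodes, which free RNA carrying the transcript in would not give. For 44.96% the change was also larger than the whole free level, so for the rest a smaller share of free RNA in 1 group cannot be told apart. Shifts between the clusters inside a class gave a major part of the log2 fold change for 0% of the 1051 calls in classes of several clusters. With a block for the libraries with *Xist*, 96.5% of the calls remained past the threshold. Each group held such a library, so sex was balanced between the groups and the block could remove few calls. Equal numbers of cells per library gave 412 genes in LOH, 386 of them among the 451, but LOH held 555 to 676 cells in every library, so this removed few cells and decides nothing about cell number. In PC and macrophage-like cells, whose numbers differed more, the counts fell from 245 to 149 and from 23 to 9, so cell number stays open there. Over all cells, by contrast, shifts between class shares gave a major part of the change for 35% of the 160 genes. Genotype stays open as the explanation for changes within classes, with the differences given next.

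*Prdm16* in KO was at 82.3% of its WT level over all cells. The study removed exon 2 and thereby shifted the reading frame, while the libraries count transcripts at the 3' end. A transcript without this exon could still be counted, so the level does not measure how much protein was lost. The counts carry no position within the gene, and from them a complete deletion cannot be told apart from an incomplete one. The study examined its knockout by other means. These were genotyping PCR, western blots of PRDM16 in kidney, heart and lung, and qPCR of *Prdm16* in several organs. It also reported PRDM16 binding at the *Gstm1* promoter by ChIP in WT but not in KO kidney. An exchange of single libraries between the groups was tested by the other splits. In LOH none of the 9 other splits gave any called gene, a count of 0 (240 to 623 at an unadjusted p under 0.05), against 451 for the labelled split. An exchange of all 6 labels is not covered by that test.

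Of the libraries labelled male, WT replicate 2 and KO replicate 1 carried *Xist*, the lower of them at 297 CPM (297.399), and at most 0.059 CPM of Y-linked transcripts. These are the values a female mouse gives, and female mice under a male label are consistent with them. A mixture of male and female cells would leave Y-linked counts, which these 2 libraries lacked. An exchange of these 2 mice between the groups would make the exchanged split call as many genes, which it did in 0 of 10 classes, with 0 genes in LOH (261 at an unadjusted p under 0.05) against 451 as labelled. How such labels arose was not tested.

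*Nnt* and *Wdfy1*, chosen after their values were seen, were higher in KO. *Nnt* is a mitochondrial gene whose deletion is carried by some C57BL/6 substrains. In LOH *Nnt* was at 192, 192 and 190 CPM in WT and 318, 575 and 675 CPM in KO (log2 fold change 1.45, edgeR adjusted p 0.00191, past the threshold in 20 of 20 alternatives, 2.33e-45 to 0.00988). Over all cells *Wdfy1* was at 9.04, 7.39 and 9.62 CPM in WT and 37.9, 36.0 and 33.4 CPM in KO (2.04, edgeR adjusted p 0.00199). All 3 KO libraries were above all 3 WT libraries in 18 of 20 tests over 10 classes other than PCT, the exceptions being *Nnt* in DLH and macrophage-like cells. In PCT *Nnt* also overlapped, at 83.5, 100 and 56.1 CPM in WT and 85.6, 177 and 226 CPM in KO. *Nnt* passed the threshold in 6 and *Wdfy1* in 7 of the 10. A different strain background in KO may give such a rise across classes, but all KO mice share the genotype, so strain and genotype cannot be told apart. KO replicate 1 had the lowest *Nnt* of the KO libraries in 10 of 10 classes, and *Gm42031* in IC was at 7.64 CPM there, near the 4.62, 6.22 and 4.47 CPM of WT, against 78.5 and 55.8 CPM in KO replicates 2 and 3. WT replicate 2, the other library with *Xist*, had the lowest *Nnt* of the WT libraries in 8 of the 10. Sex and unequal backgrounds among the mice are both candidate sources of these differences within the groups, and cannot be told apart with 1 such library per group. Free RNA was open too, as the rise was above the level in low-count barcodes of KO in 7 of the 20 tests. A stretch of foreign DNA beside the targeted gene was tested on the 64 genes that changed the same way in at least 3 classes and have a position. Of these, 1 lay within 10 Mb of *Prdm16*, against 101 of 10903 genes tested (one-sided Fisher exact p 0.450). They were not closer together elsewhere, with 1 pair within 2 Mb against a mean of 5.92 in 10000 random draws (a share of 0.997, 0.9969, of draws had as many), a test that cannot find single changed loci.

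Genes of the daily clock and of the response to corticosteroids moved in several classes. *Fkbp5* in podocyte-like cells and *Arntl* in LOH were chosen after their values were seen. *Fkbp5* was higher in podocyte-like cells (log2 fold change 3.77, edgeR adjusted p 0.000262, higher in 3 of 3 KO libraries), and *Arntl* was lower in LOH, at 3.84, 4.53 and 15.2 CPM in WT and 1.65, 0.493 and 0.611 CPM in KO (−3.19, edgeR adjusted p 0.0121, lower in 3 of 3). Without KO replicate 3 the adjusted p of *Arntl* in LOH was 0.0819 (range over the alternatives 1.20e-18 to 0.0819). Clock genes that peak against *Arntl* had a median log2 fold change of 1.25 in LOH, with 8 of 10 genes called, 0.69 in podocyte-like cells (6 called) and 0.63 in CNT (5 called). In LOH the 3 tested genes in phase with *Arntl* had a median of 0.44, against the fall of *Arntl* itself. Collection at another time of day may shift the whole clock. The lists in phase and against *Arntl* moved apart in 7 of 11 tests with at least 2 genes in each, 10 classes and the sum over all cells, and in 8 of 12 with macrophage-like cells, where 1 gene in phase was tested. This is fewer than the 9 of 12 required before these lists were tested, and the time of collection was given by no label, so time and genotype cannot be told apart. Induced genes of a higher corticosteroid level rose by their median in 9 of 12 tests, 11 classes and the sum over all cells, with medians from −0.30 to 0.54, which leaves that explanation open as well.

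The interferon list was lower in KO in 7 tests, 6 classes and the sum over all cells, and WT replicate 2 stood high. In endothelial-like cells its mean level was 123, 596 and 135 CPM in WT replicates 1 to 3 and 82.4, 54.8 and 62.6 CPM in KO. Without WT replicate 2 camera still called 5 of the 7 lower, with median log2 fold changes of −0.68 in endothelial-like cells (adjusted p 6.34e-26), −0.99 in LOH, −0.45 in macrophage-like cells, −0.81 in stromal and mesangial-like cells and −1.29 in T and NK-like cells, and lost the sum over all cells (0.415) and PC (0.0629). A high response in that mouse alone is therefore not the whole of the pattern. None of these calls held under fry, where the endothelial-like adjusted p was 0.102 without WT replicate 2.

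The lower PCT share may depend on the mitochondrial limit. Without the limit its log2 fold change was −0.96 in place of −2.63, lower still but short of the threshold (adjusted p 0.740, range over the alternatives 9.36e-05 to 0.740). At the 30% limit it was −3.17 and passed (adjusted p 0.0316, exact permutation p 0.1). It also passed with the replicate number as a block (−2.46, 9.36e-05) and without WT replicate 1 (0.00378). Without any other single library it fell short, at adjusted p-values from 0.0883 (without KO replicate 2) to 0.242 (without KO replicate 1). The setting without a limit also named the added cells by their nearest retained cells and did not check them for doublets. The limit and genotype cannot be told apart. Blood left in the tissue was weighed for the higher neutrophil-like share. Blood of the same makeup in both groups would raise the other white cells as well. The T and NK-like share moved the other way, short of the threshold (−1.03, edgeR adjusted p 0.108). White cells of the blood were not counted, so blood richer in neutrophils in KO is not excluded. Entry of neutrophils in KO remains a hypothesis. The share had a log2 fold change of 2.78, higher in 3 of 3 KO libraries, and an adjusted p of 0.0994, which was 0.0111 without WT replicate 1 (range over the alternatives 0.00732 to 0.437). WT replicate 1 had 0 neutrophil-like cells, but 11, or 0.205%, with doublets kept, and the share then passed (2.59, adjusted p 0.00732), so the call depends on the doublet step.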
